A study of Arabidopsis thaliana with 12 samples. Its data were reported in "A Quartet of PIF bHLH Factors Provides a Transcriptionally Centered Signaling Hub That Regulates Seedling Morphogenesis through Differential Expression-Patterning of Shared Target Genes in Arabidopsis" (2013).

How the data were processed

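Seedlings of 4 *Arabidopsis* genotypes were grown in darkness for 2 days, and the 3′ ends of their messenger RNA were sequenced. The genotypes were wild type (WT), a mutant lacking PIF3 (*pif3*), a mutant of PIF1, PIF4 and PIF5 (*pif145*) and a mutant of all 4 genes (*pifq*). Each genotype had 3 libraries, which the study describes as biological replicates, for 12 libraries in all. Groups and replicate numbers were taken from the sample labels.

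The deposited tables hold read counts per locus, 1 table per genotype, as the authors counted them. According to the study's methods, replicate 1 of every genotype was sequenced on a GAIIx instrument and replicates 2 and 3 on a HiSeq2000, and all reads were used at 36 bases. The authors aligned them with Bowtie, allowing 0 mismatches, to representative transcripts. The methods name TAIR9 for that alignment and the submitters' processing notes name TAIR10, with Bowtie 0.12.7 and CASAVA 1.7.0. The counts include only reads that fell uniquely in the last 500 bases of a transcript on its coding strand. Reads common to near-identical transcripts were therefore not counted, and genes of multigene families such as the LHCB1 genes are read through the parts in which they differ. Neither the test within edgeR nor any covariate is given in the sources used here.

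The tables held 33602 loci, and each row named a locus (0 rows named none). Gene symbols came from the reference annotation of assembly TAIR10.1, in which 32835 loci (97.7%) were found. A few symbols were set from general knowledge. Coordinates are those of TAIR10.1, since the count tables carry none. Total counts ranged from 23907577 to 41247734 per library. The libraries of a genotype differed by more than sampling noise, with a chi-square per degree of freedom of at least 38.7 for every pair, which does not tell separate samples from separate preparations of the same RNA. Each was counted as a sample of its own because the study describes them as biological replicates. The reads carry no molecular identifiers, so a sum of reads covers counting error alone. The intervals given are for odds ratios over genes.

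Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for tests of gene lists. Genes were kept by edgeR's expression filter with the genotype as the group, which left 18356. A single fit over the 12 libraries held the genotype as its only term, so that the 4 genotypes shared an estimate of the spread. The 5 contrasts taken from it were written as the mutant over its comparison (*pifq*/WT, *pif145*/WT, *pif3*/WT, *pifq*/*pif145* and *pifq*/*pif3*). A further contrast tested whether the change from *pif145* to *pifq* differed from the change from WT to *pif3*. Adjusted p-values are those of Benjamini and Hochberg over all genes tested. A gene was said to have risen, fallen or changed when its adjusted p was at most 0.05 and its fold change at least 2, the thresholds in the study's methods. For the further contrast the adjusted p alone was used. Standard errors (SE) are on the log2 scale, and levels are edgeR's CPM values (counts relative to the TMM-scaled library total), given as mean ± SD over 3 libraries.

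The replicate numbers pair the libraries. The deviations of libraries from their genotype means were correlated across genes at 0.51 to 0.68 in the 18 pairs of libraries with the same number, against -0.49 to 0 in pairs with different numbers, and 12 of 12 libraries were most like those with their own number. The labels do not say what the numbers mark, so the pairing comes from these correlations, each above the 0.1 set as the minimum. Adding the replicate number as a block lowered the common dispersion from 0.0572 to 0.00719. The fit without the block is the main one, as fixed before the data were examined, and blocked values are given where they change the call of a comparison or list or move a count by over 1.5 times.

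The procedure was tested on simulated counts for *pifq*/WT, with 200 genes changed. These were drawn from genes with a mean of at least 2 CPM, so recovery of lower genes was not measured. Without shared replicate deviations, 34% of the genes changed 2-fold and 94% of those changed 4-fold were recovered at the adjusted p, with 7 false calls (6 of them at 2-fold or more). With the shared deviations put in, the fit without the block recovered 37% and 96% with 0 false calls, and the blocked fit recovered 100% of both, with 7 false calls of which 0 reached 2-fold. The shared deviations and the spread around them came from the blocked fit and were equal in all genotypes, as that fit assumes. Its 100% may therefore be too high for the real libraries.

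Genes named in the text followed a rule fixed before the data were examined: the 4 PIF genes, the 10 largest rises and 10 largest falls of each contrast among changed genes of at least 2 CPM with no overlap between the libraries compared, the 4 members of each gene list with the smallest adjusted p in *pifq*/WT, the genes the study lists by name as direct PIF3 targets, and the 10 genes with the smallest adjusted p in the further contrast. Of the 24 gene lists, 22 were written from general knowledge: PIF quartet, PIF-like relatives, photosystem and antenna proteins, Rubisco and carbon fixation, chlorophyll synthesis, carotenoid synthesis, Aux/IAA genes, SAUR genes, expansins and XTH cell wall enzymes, shade-induced regulators, photomorphogenesis regulators, circadian clock, ethylene synthesis and signalling, gibberellin and brassinosteroid pathway, seed storage and late embryogenesis, lipid reserve mobilisation, flavonoid synthesis, cell division, root cell markers, stomatal lineage markers, heat shock proteins and reference genes. The other two came from the study: 828 genes with PIF3 bound upstream in chromatin immunoprecipitation of other samples, from sites the study kept only where a G-box or PBE-box was present, and 36 direct targets induced by PIF3 that the study chose using these libraries. Lists were tested with camera at a preset correlation of 0.01, repeated with an estimated correlation, and with fry. A list of called genes was compared with the PIF3-bound list by a two-sided Fisher's exact test over the genes tested. Over 120 tests of lists (24 lists, 5 contrasts), camera called 80 at the preset correlation and 44 with an estimated one, 43 by both, and fry called 78. With the replicate block these counts were 81, 31, 31 and 93.

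Alternatives to each choice were fixed before the data were examined, covering scaling, the low-count filter, DESeq2 1.42.0, edgeR's exact test, a fit of only the libraries compared, the replicate block, the platform as a term, each replicate or library left out, and a test against a minimum fold change of 1.5. For single genes, the share of 36-base windows in the last 500 bases of the transcript that occur in that gene alone was computed from TAIR10.1, as were occurrences of the G-box (CACGTG) in the 1000 bases upstream.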

Results

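Phytochrome-interacting factors (PIFs) are basic helix-loop-helix transcription factors that accumulate in darkness and are degraded when light activates phytochrome. The study asked which genes depend on PIF3, alone and together with PIF1, PIF4 and PIF5, in dark-grown seedlings. Transcript levels were measured by 3′-end sequencing of messenger RNA from 2-day-old WT, *pif3*, *pif145* and *pifq* seedlings, with 3 libraries of each. The WT libraries held 26073668, 36860574 and 34201755 counts in replicates 1, 2 and 3, and those of *pif3* 31095506, 40598126 and 35524546. Those of *pif145* held 36395621, 26386580 and 28503867, and those of *pifq* 23907577, 41247734 and 26122661. Of 33602 loci, 18356 had enough reads to be tested.

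The mutated genes were examined first. *PIF3* (AT1G09530, chromosome 1, 3075768 to 3079654 in TAIR10.1) stood at 61.7 ± 15.9 CPM (SD, n = 3) in WT and 46.9 ± 11.4 CPM in *pif145*, against 1.14 ± 0.519 CPM in *pif3* and 0.945 ± 0.461 CPM in *pifq*. *PIF1* (AT2G20180, chromosome 2, 8704024 to 8707009) stood at 9.75 ± 0.804 CPM in WT and 9.31 ± 0.627 CPM in *pif3*, against 0.145 ± 0.0189 CPM in *pif145* and 0.0955 ± 0.0262 CPM in *pifq*. *PIF5* (AT3G59060, chromosome 3, 21827905 to 21830837) had 129 reads over the WT libraries and 178 over those of *pif3*, but 4 over those of *pif145* and 2 over those of *pifq*. *PIF4* (AT2G43010, chromosome 2, 17886101 to 17889087) stood at 3.29 ± 1.85, 5.01 ± 2.16, 5.53 ± 1.02 and 2.77 ± 0.202 CPM in WT, *pif3*, *pif145* and *pifq*, and passed the edgeR test in none of the 5 contrasts. As a list, 3 of these 4 genes fell in *pifq*/WT. Tags from the 3′ end of a gene that lie outside its disrupted part check nothing, so for *PIF4* the genotypes rest on the labels alone.

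**Figure D1:**
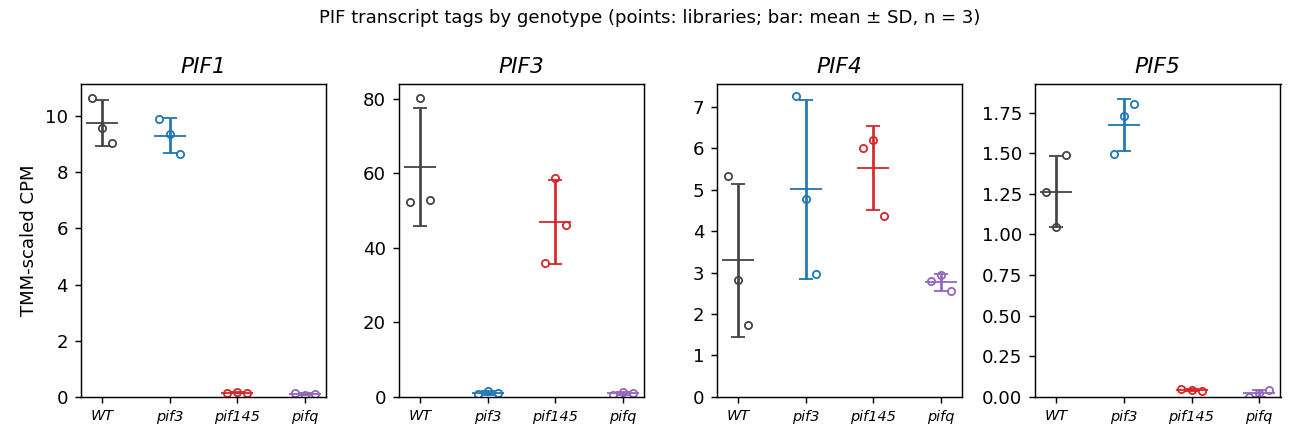
Levels of the 4 PIF genes in each library, in CPM on linear axes, by genotype. Points are libraries and bars are the mean ± SD (n = 3): PIF3 averaged 61.7 CPM in WT and 0.945 CPM in *pifq*, and PIF4 kept reads in every genotype.

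The comparison of *pifq* with WT shows what the loss of all 4 PIFs does in darkness. *LHCB1.3*, which encodes an antenna protein of photosystem II, rose from 118 ± 25.2 to 2826 ± 71 CPM (log2 4.58, SE 0.23, n = 3), and *LHCB2.2* rose from 21.1 ± 4.68 to 698 ± 39.2 CPM (log2 5.05, SE 0.27). *PIL1*, a PIF relative induced by shade, fell from 47.1 ± 10.4 to 0.443 ± 0.37 CPM (log2 -6.59, SE 0.46), and *HFR1*, a helix-loop-helix protein that restrains PIFs, fell from 49.8 ± 0.422 to 2.02 ± 0.375 CPM (log2 -4.61, SE 0.21). In all, 1519 genes changed, of which 904 rose and 615 fell by edgeR's quasi-likelihood test. The count was 886 without replicate 2 of every genotype, 743 without replicate 3, 926 with a filter of at least 5 CPM in 3 libraries and 933 against a minimum fold of 1.5.

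Of the 43 photosystem and antenna genes, 38 rose, 0 fell and 5 did not pass (median log2 2.2, adjusted p = 0.00729 by camera with an estimated correlation). Their summed level was 1.02% of the TMM-scaled library total in WT and 5.82% in *pifq*. *LHCB1.4* had 14 reads over the WT libraries and 872.8 ± 200 CPM in *pifq*, while *LHCB1.1* and *LHCB1.2* rose by log2 8.96 (SE 0.96) and 7.45 (SE 0.72). Several of these genes have near-identical copies, and between 63.7% and 91% of the 36-base windows at the 3′ ends of *LHCB2.2*, *LHCB1.3*, *LHCB1.2*, *LHCA2*, *LHCB1.5* and *LHCB1.4* occur in that gene alone, so values for these single genes are uncertain. Of 28 chlorophyll synthesis genes 11 rose and 0 fell (estimated-correlation adjusted p = 0.00502, or 0.0683 with the replicate block), among them *CHLH*, a subunit of magnesium chelatase (log2 1.93, SE 0.14), and its regulator *GUN4* (log2 1.98, SE 0.19). Of 15 Rubisco and carbon fixation genes 5 rose, including *GAPA2* (log2 1.59, SE 0.24) and *RCA*, which encodes Rubisco activase (log2 1.38, SE 0.21). The camera call of that list was lost with an estimated correlation (adjusted p = 0.115).

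Of 15 shade-induced regulators, 11 fell and 0 rose (median log2 -1.96, estimated-correlation adjusted p = 6.3e-05). Besides *PIL1* and *HFR1* these included *ATHB-2*, a homeodomain protein of shade growth, at log2 -2.88 (SE 0.34), and *XTH15*, a cell wall enzyme, which fell from 481.6 ± 87 to 24.9 ± 2.57 CPM (log2 -4.27, SE 0.26). Of 18 seed storage and late embryogenesis genes 9 fell and 0 rose (adjusted p = 0.104 with an estimated correlation), with the storage protein *CRA1* going from 636.9 ± 320 to 61.2 ± 24.6 CPM (log2 -3.38, SE 0.44) and the caleosin *CLO3* at log2 -4.64 (SE 0.28). Of 21 Aux/IAA genes, which encode auxin repressors, 5 fell and 1 rose (adjusted p = 0.115 with an estimated correlation), with *IAA19* at log2 -1.68 (SE 0.22) and *IAA3* at -1.47 (SE 0.18). Of 14 SAUR growth genes 5 fell and 1 rose (adjusted p = 0.0582 with an estimated correlation): *SAUR19* was at log2 -1.63 (SE 0.23) and *SAUR14* at 2.04 (SE 0.2). The ethylene list had 4 of 16 genes lower, including the synthase genes *ACS8* at log2 -3.06 (SE 0.3) and *ACS5* at -2.97 (SE 0.17), with an adjusted p = 0.0857 for the list with an estimated correlation. The gibberellin and brassinosteroid list had 4 of 25 lower, *BEE1* (log2 -1.64, SE 0.33) and *BR6OX2* (log2 -1.39, SE 0.2) among them, with an adjusted p = 0.0603 with an estimated correlation.

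Outside these lists, the orphan gene *QQS* rose from 0.634 ± 0.153 to 23.8 ± 0.909 CPM (log2 5.23, SE 0.2), *ESM1*, which steers glucosinolate breakdown, rose by log2 6.93 (SE 0.62), and the dark-induced glucosidase gene *DIN2* fell from 108.8 ± 3.33 to 5.2 ± 1.65 CPM (log2 -4.38, SE 0.31). Of 22 expansin and XTH genes 6 fell and 3 rose (adjusted p = 0.111 with an estimated correlation), and 2 photomorphogenesis regulators rose and 3 fell of 22 (adjusted p = 0.0794 with an estimated correlation). *BBX25* rose in that group (log2 3.43, SE 0.61), *BBX28* fell (log2 -1.55, SE 0.25) and *PHYA* was at log2 -0.92 (SE 0.12). When adjusted over the list alone, 6 Aux/IAA, 10 seed, 7 expansin and XTH and 4 photomorphogenesis genes fell. Without scaling factors, 579 genes rose and 888 fell in *pifq*/WT, so the balance of rises and falls depends on whether counts are scaled. Rises outnumbered falls by DESeq2 (1002 and 668). The same held with scaling computed without the photosystem, Rubisco and seed lists (933 and 600).

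The comparison of *pif145* with WT shows the loss of PIF1, PIF4 and PIF5 while PIF3 is present. Antenna genes rose here too, to lower levels than in *pifq*: *LHCB1.3* reached 1307 ± 308 CPM (log2 3.47, SE 0.22, n = 3) and *LHCB2.2* 256.9 ± 88.9 CPM (log2 3.61, SE 0.26). *HFR1* fell to 8.95 ± 1.94 CPM (log2 -2.48, SE 0.19) and *PIL1* to 8.54 ± 3.04 CPM (log2 -2.47, SE 0.35), while *DIN2* fell to 7.13 ± 2.33 CPM (log2 -3.94, SE 0.3). The edgeR test called 314 genes, 164 higher and 150 lower, and 652 (371 higher, 281 lower) with the replicate block. Without scaling factors 104 rose and 175 fell. The count was 74 without replicate 2 of every genotype, 20 without replicate 3, 523 with the platform as a term and 122 against a minimum fold of 1.5. It was 179 and 185 without the second or the third WT library, and 186 and 183 without the first or the third *pif145* library.

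Of the 43 photosystem and antenna genes 33 rose and 0 fell (35 adjusted over the list alone), with a median log2 of 1.5 and an estimated-correlation adjusted p = 0.0059. Their summed level was 3.12% of the TMM-scaled library total. Of 28 chlorophyll genes 4 rose (estimated-correlation adjusted p = 0.00296). Of the 15 Rubisco and carbon fixation genes 0 passed by edgeR, while 9 had an unadjusted p under 0.05, and the camera call was lost with an estimated correlation (adjusted p = 0.105). Of 15 shade-induced regulators 7 fell (8 adjusted over the list alone, estimated-correlation adjusted p = 8.41e-05), with *ATHB-2* at log2 -1.84 (SE 0.32) and *XTH15* at -1.67 (SE 0.24), and the PIF relative *PIF6* fell too (log2 -3.14, SE 0.45). Of 18 seed genes 8 fell (9 adjusted over the list alone), including *CRA1*, which was at 52.4 ± 23.6 CPM (log2 -3.6, SE 0.45). The list's adjusted p was 0.049 with an estimated correlation, or 0.166 with the replicate block as well. Outside the lists, *M17* (log2 -2.95, SE 0.39) and the linker histone gene *HIS1-3* (log2 -3.17, SE 0.32) fell. *MRD1* (AT1G53480, chromosome 1, 19963047 to 19964712) stood at 68.8 ± 18 CPM in WT, 0.88 ± 0.387 CPM in *pif145* and 84.4 ± 20.7 CPM in *pifq*, a fall of log2 -6.31 (SE 0.36) in *pif145*/WT. *HEI10*, a gene that overlaps it and was chosen after the values were seen, also fell there (log2 -1.99, SE 0.4, adjusted p = 0.0191 by edgeR).

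The comparison of *pif3* with WT shows the loss of PIF3 alone. Few genes passed: 7 by edgeR, of which 5 rose and 2 fell. An unadjusted p of at most 0.05 was reached by 849 of 18356 genes, a share under 0.05, and by 4160 with the replicate block. The antenna genes *LHCB1.3* and *LHCB1.5* rose to 557.7 ± 75.7 and 719.4 ± 221 CPM (log2 2.24, SE 0.21, and 2.31, SE 0.26, n = 3), *LHCB2.2* rose by log2 1.69 (SE 0.24) and *PSBQ-2*, a subunit of the oxygen-evolving complex, by 1.16 (SE 0.17). *LEA7*, a late embryogenesis protein, rose from 18.3 ± 1.14 to 59.1 ± 11.9 CPM (log2 1.7, SE 0.2). Besides *PIF3* itself, only *CML41*, a calmodulin-like protein, fell (log2 -1.21, SE 0.18, adjusted p = 0.0478). With the replicate block 135 genes passed, 100 higher and 35 lower, while DESeq2 called 62 (54 higher, 8 lower), edgeR's exact test 67 and the fit with the platform as a term 43. Against a minimum fold of 1.5 there were 3.

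Of the 43 photosystem and antenna genes, 4 rose over all genes tested, 12 adjusted over the list alone and 12 with the replicate block, and the median log2 was 0.77 (estimated-correlation adjusted p = 0.00968). Of the 4, *LHCB1.3*, *LHCB1.5* and *LHCB2.2* are among the genes whose 3′ ends are partly repeated in near-identical copies. The summed level of the list was 1.79% of the TMM-scaled library total. No shade-induced regulator passed by edgeR in *pif3*/WT (2 of 15 at an unadjusted p of at most 0.05, list adjusted p = 0.0794 with an estimated correlation). *PIL1* was at log2 -0.59 (SE 0.33), *HFR1* at -0.47 (SE 0.18) and *XTH15* at 0.01 (SE 0.23). With the replicate block, edgeR's adjusted p was 0.00285 for *PIL1* (log2 -0.58, SE 0.11) and 0.00444 for *HFR1* (log2 -0.47, SE 0.1). Neither change reached 2-fold, and *XTH15* stayed at log2 0.03 (SE 0.12). The chlorophyll list had 0 of 28 genes called by edgeR and 2 at an unadjusted p of at most 0.05 (adjusted p = 0.0794 with an estimated correlation). Leaving out replicate 3 of every genotype gave 0 called genes by edgeR (485 at an unadjusted p of at most 0.05), leaving out replicate 2 gave 1 and leaving out replicate 1 gave 21. Without WT replicate 1, 2 or 3 alone there were 14, 2 and 2, and without *pif3* replicate 1, 2 or 3 alone 4, 3 and 4.

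**Figure D2:**
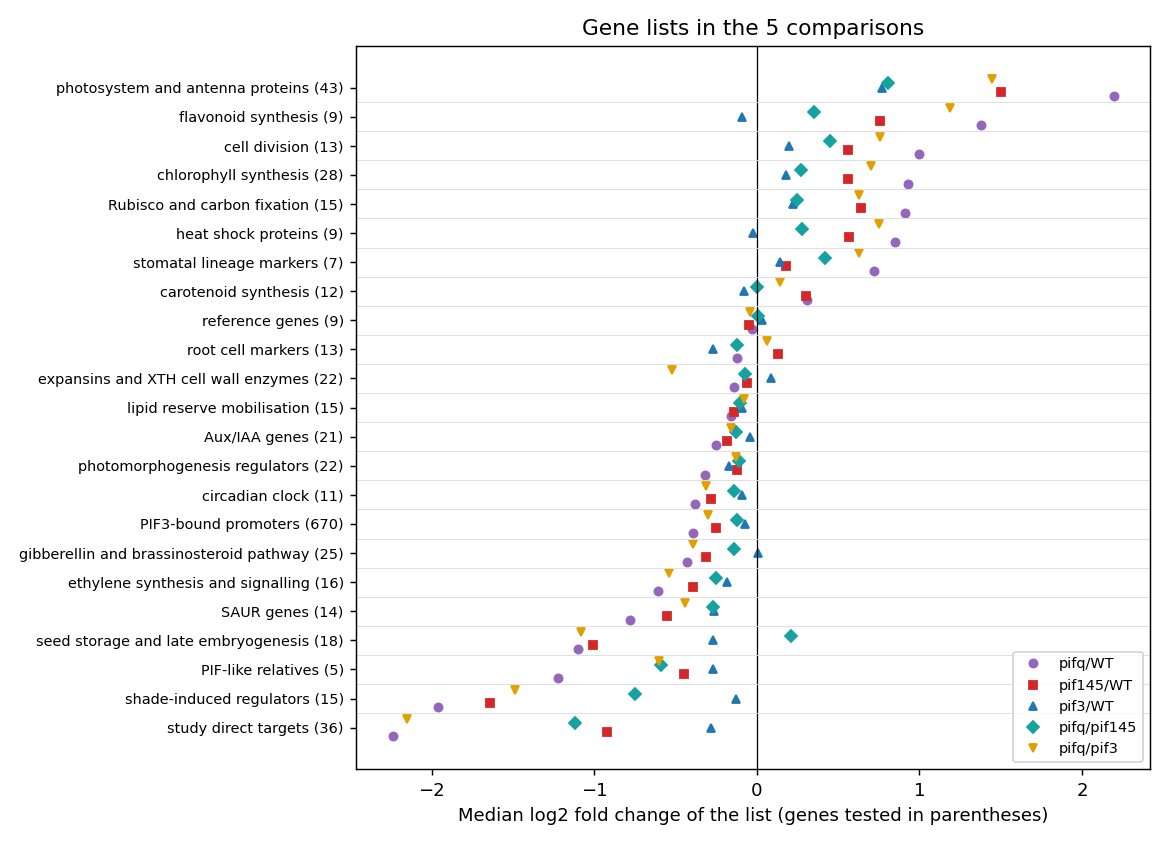
Median log2 fold change of the members of gene lists in the 5 contrasts, drawn from the table of list tests. The photosystem and antenna list had medians of 2.2 in *pifq*/WT, 1.5 in *pif145*/WT and 0.77 in *pif3*/WT.

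The comparison of *pifq* with *pif145* shows the loss of PIF3 where PIF1, PIF4 and PIF5 are already lacking. The B-box gene *BBX23* fell from 10.1 ± 3.75 to 0.313 ± 0.244 CPM (log2 -5.06, SE 0.54, n = 3), *PIL1* from 8.54 ± 3.04 to 0.443 ± 0.37 CPM (log2 -4.12, SE 0.43) and *FLP1*, a flowering promoting factor relative, from 33.1 ± 5.35 to 2.05 ± 0.796 CPM (log2 -4.04, SE 0.31). *MYB10* fell from 30.1 ± 0.665 to 2.83 ± 0.494 CPM (log2 -3.42, SE 0.18). The edgeR test called 133 genes, 46 higher and 87 lower, and 346 (170 higher, 176 lower) with the replicate block. Falls also took in *CLO3* (log2 -3.94, SE 0.28), the early light-induced gene *ELIP2* (log2 -3.63, SE 0.58), *XTH15* (log2 -2.6, SE 0.25), *HFR1* (log2 -2.13, SE 0.2) and the ethylene synthesis genes *ACS8* (log2 -2.6, SE 0.3) and *ACS5* (log2 -2.2, SE 0.17). Rises took in *MRD1* (log2 6.6, SE 0.36), *ESM1* (log2 3.33, SE 0.49), *XTH6* (log2 2.9, SE 0.39), *XTH7* (log2 2.54, SE 0.27) and the extensin gene *EXT10* (log2 2.72, SE 0.29). *EXT10* stood at 6.74 CPM in WT, 5.94 in *pif3*, 0.95 in *pif145* and 6.18 in *pifq*. Like *MRD1*, it was low in *pif145* alone, and its rise was a return to near the WT level.

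Of 15 shade-induced regulators 3 fell in *pifq*/*pif145*, or 4 adjusted over the list alone (estimated-correlation adjusted p = 9.85e-05). Of the 43 photosystem and antenna genes 2 rose, *LHCB1.3* (log2 1.11, SE 0.2) and *LHCB2.2* (log2 1.44, SE 0.23), with 10 adjusted over the list alone and 11 with the replicate block (median log2 0.81, estimated-correlation adjusted p = 0.035). Of the 5 PIF-like relatives 2 fell in *pifq*/WT, *PIL1* and *PIF6* (3 with the replicate block, with *PIF8* at log2 -1.18, adjusted p = 0.0263), and 1, *PIL1*, in *pifq*/*pif145* (adjusted p = 0.0568 with an estimated correlation). The count of called genes was 11 without replicate 2, 11 without replicate 3, 75 without the second *pif145* library, 68 without the third *pif145* library and 80 without the third *pifq* library. Without scaling factors 22 genes rose and 93 fell. DESeq2 called 210 and the platform as a term gave 253, while the fit of only the libraries compared gave 50 and a minimum fold of 1.5 gave 57.

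The comparison of *pifq* with *pif3* shows the loss of PIF1, PIF4 and PIF5 where PIF3 is lacking. *PIL1* fell from 31.2 ± 4.16 to 0.443 ± 0.37 CPM (log2 -6, SE 0.45, n = 3), *XTH15* from 483.4 ± 58.1 to 24.9 ± 2.57 CPM (log2 -4.28, SE 0.26), *HFR1* by log2 -4.15 (SE 0.21) and *SULTR2;1*, a sulfate transporter, from 72.4 ± 5.96 to 5.17 ± 1.82 CPM (log2 -3.8, SE 0.27). *QQS* rose from 0.309 ± 0.0442 to 23.8 ± 0.909 CPM (log2 6.24, SE 0.21) and *LHCB1.3* by log2 2.34 (SE 0.21). The edgeR test called 922 genes, 457 higher and 465 lower (337 and 515 without scaling factors). The count was 301 without replicate 2 of every genotype, 275 without replicate 3, 564 with at least 5 CPM in 3 libraries and 411 against a minimum fold of 1.5. Of the 43 photosystem and antenna genes 32 rose (33 adjusted over the list alone, median log2 1.45, estimated-correlation adjusted p = 0.0149), of 28 chlorophyll genes 6 rose (estimated-correlation adjusted p = 0.00548, or 0.0683 with the replicate block), of 15 shade-induced regulators 10 fell (12 adjusted over the list alone, estimated-correlation adjusted p = 3.88e-05), and of 18 seed genes 9 fell (adjusted p = 0.0618 with an estimated correlation).

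Whether the effect of losing PIF3 depended on the other PIFs was tested as the difference between *pifq*/*pif145* and *pif3*/WT. It differed for 20 genes by edgeR, 15 of them with the more negative change in *pifq*/*pif145*, for 472 (371 negative) with the replicate block, for 57 by DESeq2 and for 74 with the platform as a term. It differed for at most 3 genes when any replicate number was left out, for 13 and 11 without the first or the second WT library, for 13 and 13 without the first or the third *pif3* library and for 12 and 13 without the second or the third *pif145* library. *MYB10* went from 34.4 ± 3.31 CPM in WT to 22.7 ± 3.49 in *pif3*, and from 30.1 ± 0.665 in *pif145* to 2.83 ± 0.494 in *pifq*, a difference of log2 -2.82 (SE 0.24, adjusted p = 0.000328, n = 3). *XTH15* stood at 481.6 ± 87 CPM in WT and 483.4 ± 58.1 in *pif3*, but at 151 ± 50 in *pif145* and 24.9 ± 2.57 in *pifq* (difference of log2 -2.61, SE 0.33, adjusted p = 0.00888). For *PIL1* the difference was -3.53 (adjusted p = 0.0256) and for *HFR1* -1.67 (adjusted p = 0.0286). These are differences of log2 changes, so they compare proportions. In CPM the order turned for *PIL1*, which went from 47.1 in WT to 31.2 in *pif3* but from 8.5 in *pif145* to 0.443 in *pifq*. Likewise *HFR1* went from 49.8 to 36 and from 8.9 to 2.02. For *MYB10* and *XTH15* the larger fall was in the triple mutant on both scales. Across the 18356 genes, the fold changes of *pif3*/WT and *pifq*/*pif145*, which share no library, correlated with r = 0.345 (rho = 0.341) and a slope of 0.44. This r was 0.092 without a low-count filter and 0.519 with at least 5 CPM in 3 libraries. Those of *pif145*/WT and *pifq*/*pif3*, which also share none, correlated with r = 0.726 (rho = 0.707) and a slope of 0.9. Genes are not independent replicates, and no p is given.

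Genes changed by the loss of PIF3 in either background numbered 136 (440 with the replicate block), and those changed by the loss of PIF1, PIF4 and PIF5 in either background 983 (1516 with the block). The PIF3 set was 11 without replicate 2 and 11 without replicate 3, and 79, 71 and 85 without the second or the third *pif145* library or the third *pifq* library. The trio set was 310 without replicate 2 and 276 without replicate 3, 589 with at least 5 CPM in 3 libraries and 429 against a minimum fold of 1.5. The PIF3 set was 255 by DESeq2, 241 by edgeR's exact test, 279 with the platform as a term, and 59 both with only the libraries compared and against a minimum fold of 1.5. The PIF3 set and the trio set shared 125 genes, where independent lists would share 7.28 (369 and 36.3 with the block). Sharing between these sets was counted without regard to direction. *MRD1*, for example, is in both, with log2 -6.31 in *pif145*/WT and 6.6 in *pifq*/*pif145*. The PIF3 set shared 130 genes (95.6%) with the 1519 of *pifq*/WT, against 11.3 for independent lists (351 genes, 79.8%, and 45.8 with the block), and the trio set shared 839, against 81.3 (1193 and 158 with the block). Of the *pifq*/WT genes, 91.4% were outside the PIF3 set and 55.2% inside the trio set. These comparisons share libraries, which alone can make lists overlap. In 10 simulated data sets with no changed gene the highest number shared was 1, but each simulated set held at most 1 gene, which says nothing about the overlap of sets as large as these. Between contrasts that share no library, *pif3*/WT and *pifq*/*pif145* had 2 fallen genes in common, *CML41* and the mutated *PIF3* itself (of 2 and 87, 0.00948 for independent lists), and 2 risen genes (of 5 and 46, 0.0125). With the block these were 10 of 35 and 176 (0.336) and 31 of 100 and 170 (0.926). In the same way *pif145*/WT and *pifq*/*pif3* had 117 fallen (of 150 and 465, 3.8) and 135 risen genes in common (of 164 and 457, 4.08).

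The list of genes with PIF3 bound upstream comes from other samples, and 670 of its 828 genes were tested here. In *pifq*/WT, 102 of them fell (15.2%, against 2.9% of other genes), an odds ratio of 6.01 (95% interval 4.73 to 7.58, adjusted p = 3.27e-38, two-sided Fisher's exact test, 10 tests), and 19 rose (odds ratio 0.554, 0.33 to 0.878, adjusted p = 0.0164). The call for risen genes was lost under 5 of 20 alternatives, among them a filter of at least 5 CPM (odds ratio 0.626, p = 0.081, Fisher's exact test) and leaving out the second WT library (odds ratio 0.627). *HFR1*, *XTH15* and *CLO3* were among the bound genes that fell, and *PSBQ-2* among those that rose. In *pifq*/*pif145*, 15 bound genes fell (2.24% against 0.407%, odds ratio 5.6, 2.97 to 9.93, adjusted p = 1.34e-06), a call lost without replicate 3 (odds ratio 2.93, p = 0.311, Fisher's exact test). Since the study drew its direct targets from the PIF3-bound genes, these are also the 15 direct targets that fell in this contrast (below). By edgeR 0 bound genes rose there (odds ratio 0, 95% interval up to 2.2, adjusted p = 0.52), the odds ratio by DESeq2 was also 0, and 120 bound genes had an unadjusted p of at most 0.05 in either direction. With the replicate block 27 fell (odds ratio 4.94) and 1 rose (odds ratio 0.155, adjusted p = 0.0324). In *pif145*/WT 22 bound genes fell (odds ratio 4.66) and in *pifq*/*pif3* 77 (odds ratio 5.79), while in *pif3*/WT 0 fell and 1, *PSBQ-2*, rose by edgeR, with 40 at an unadjusted p of at most 0.05. As a list, the bound genes did not pass camera at the preset correlation in *pif3*/WT, but did with the replicate block.

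The 36 genes that the study listed as directly induced by PIF3 leave out the genes it found repressed. The study chose them on these libraries, with PIF3 binding and, for those with weaker changes, RT-qPCR as further criteria. Their counts and their direction are therefore not independent evidence. The choice used the ratio of *pif145* to *pifq*, which favours a larger change on loss of PIF3 in the triple mutant than in WT, so the 2 backgrounds are not compared over this list. All 36 fell in *pifq*/WT (median log2 -2.24, range -6.59 to -1.01). In *pif145*/WT 12 fell (15 adjusted over the list alone, 17 with the replicate block), in *pifq*/*pif145* 15 (22 adjusted over the list alone, 23 with the block) and in *pifq*/*pif3* 34 (36 adjusted over the list alone). In *pif3*/WT 0 fell by edgeR, with or without the replicate block, and 0 by DESeq2. At an unadjusted p of at most 0.05, 6 were lower, or 19 with the block. The log2 changes had a median of -0.28 (range -0.97 to 0.32), or -0.3 (range -0.95 to 0.33) with the block. All were under 2-fold, so the counts of 0 by edgeR follow from the fold threshold. By edgeR with the block, the adjusted p was for example 0.000163 for *OLEO3* (log2 -0.63) and 0.00167 for *XTH33* (log2 -0.54). It was 0.0337 for *CYS2*, which was higher (log2 0.33), while 32 of the 36 were below 0. The median target stood at 82.1% of its WT level in *pif3*, 52.8% in *pif145* and 21.2% in *pifq*. The cystatin gene *CYS2* (log2 -1.71 in *pifq*/*pif145*, adjusted p = 0.000888), the oleosin *OLEO3* (log2 -2.14, SE 0.21) and *DVL3*, a small growth peptide (log2 -1.44, adjusted p = 0.00733), fell on loss of PIF3 in the triple mutant, where *IAA29* (log2 -0.93, adjusted p = 0.524) and *PIF6* (log2 -0.59, adjusted p = 0.942) did not pass. The study placed both in the group for which it reported significantly higher expression in *pif145* than in *pifq* by RT-qPCR. Not passing here is therefore no evidence that they do not depend on PIF3.

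**Figure D3:**
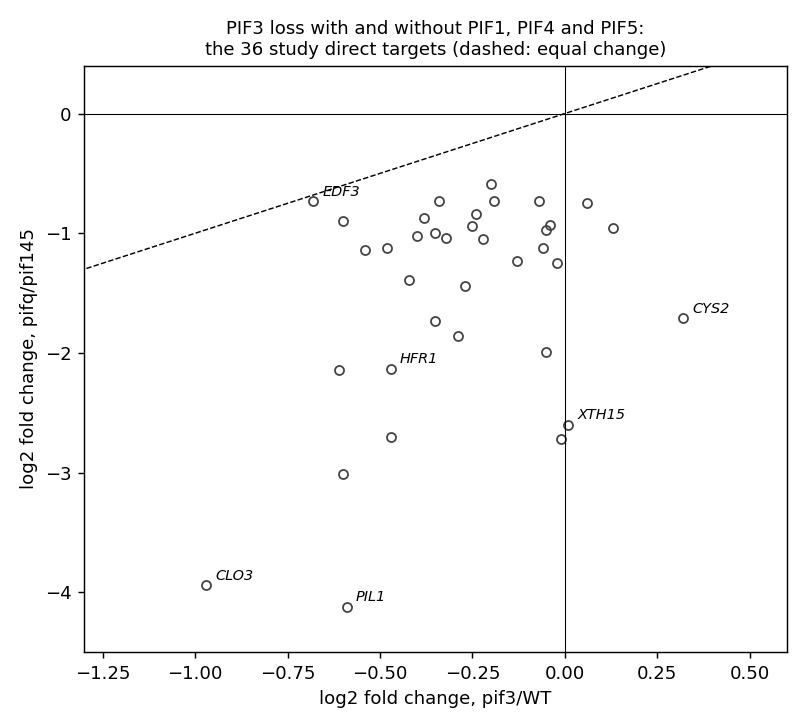
Log2 fold change of the 36 listed targets on loss of PIF3, in *pif3*/WT against *pifq*/*pif145*. The medians are -0.28 and -1.12, and the study's choice of targets by the second of these ratios favours the difference.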

Values the study reported

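The study reported 345 genes as regulated by PIF3 and 1454 as regulated by PIF1, PIF4 and PIF5 together. It gave 254 of the PIF3-regulated genes (74%) as also under the control of at least one further member of the quartet. Of the genes dependent on the quartet, it gave 1740 (86%) as having no significant dependence on PIF3 and 918 (45%) as regulated by PIF1, PIF4 and PIF5. It listed 828 genes as bound by PIF3. For PIL1 it gave fold changes of 97.58 between WT and *pifq*, 1.52 between WT and *pif3*, 17.71 between *pif145* and *pifq* and 65.55 between *pif3* and *pifq*.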

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

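The tests of *MRD1* were chosen after its values were seen, and the other tests in this part before.

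The log2 change on loss of PIF3 differed between plants with and without PIF1, PIF4 and PIF5 for 20 genes. Among the 10 genes with the smallest adjusted p, the difference (log2, *pifq*/*pif145* minus *pif3*/WT) was -2.97 for *CLO3*, -2.83 for *PGL2*, -2.82 for *MYB10*, -2.61 for *XTH15*, -1.78 for AT4G11610, -1.77 for *ACS5* and -1.55 for AT2G32430. It was 2.38 for *QQS*, 2.9 for *EXT10* and 6.49 for *MRD1*. Of 60 labellings of the 12 libraries, the real one included, 3 gave at least 20 genes, and the highest other gave 1688. Shuffled labels can carry the real differences between genotypes into this contrast. The count therefore neither excludes chance nor measures it. A labelling with so many genes points to a structure of the samples, and the genotypes themselves are a candidate. The 2 other labellings with as many (143 and 1688 genes) put 2 and 1 of the 6 libraries lacking PIF1, PIF4 and PIF5 on a side, while no other labelling with 3 gave more than 5, but most labellings as unequal gave 0, so an effect of these genes on the unequal labellings stays open. Among 20 labellings drawn within replicate numbers, 1 gave as many, with a highest count of 2276, and the same limit applies to them.

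Each of the 5 contrasts between genotypes compares 3 libraries with 3, which makes 10 splits, too few for a share under 0.1. In each, 1 of the 10 splits, the real one, gave as many genes (1519, 314, 7, 133 and 922, in *pifq*/WT, *pif145*/WT, *pif3*/WT, *pifq*/*pif145* and *pifq*/*pif3*), and the highest other gave 0. Every other split mixes both genotypes on each side, so a real difference between them adds to its spread and lowers its count. The 0 therefore measures neither chance nor false calls.

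Libraries with the same replicate number deviated from their genotype means together, with correlations across genes of 0.51 to 0.68. Among replicates 2 and 3 alone, which came from a single platform, the lowest such correlation was 0.5 and the highest 0.57, which argues against the platform as the whole cause. Among the 2677 genes of at least 50 CPM the lowest was 0.75 and the highest 0.94, but counting noise is independent between libraries and lowers a correlation in any case, so this value decides nothing about it. What the numbers mark, such as a day of growth or of library preparation, stays open, since the labels do not say.

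*MRD1* fell in *pif145* and not in *pifq*, although *pifq* lacks the same genes and PIF3 as well. Reads shared with a copy are argued against by 99.6% of its 36-base windows occurring in that gene alone, and a mixed *pif145* library by a highest *PIF1* level of 0.16 CPM among the *pif145* libraries. A difference in the *pif145* stock at the locus may be the cause: the overlapping gene *HEI10* was also lower (log2 -1.99, SE 0.4), and the other neighbours within 10 kb did not pass. *HEI10* was also at log2 -0.83 (SE 0.37) in *pifq*/WT (-0.89, edgeR adjusted p = 0.000254 with the replicate block), where *MRD1* did not fall. Its lower level was therefore not confined to *pif145*. In *pifq*/*pif145* *HEI10* was at log2 1.16 (SE 0.4, edgeR adjusted p = 0.315), or 1.14 (adjusted p = 0.000617) with the block, the direction in which *MRD1* rose. *EXT10*, on chromosome 5, was also low in *pif145* alone (0.95 CPM, against 6.74 in WT and 6.18 in *pifq*), so the pattern was not confined to this locus. A difference in the stock stays open. The change of *MRD1* on loss of PIF3 differed between the backgrounds (log2 6.49, SE 0.44, adjusted p = 5.71e-05, or 1.22e-14 with the replicate block). An effect of PIF3 that needs the absence of the other PIFs would give this difference, and so would a changed *pif145* stock, so it does not decide between them.

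The photosystem and antenna genes had a median log2 of 0.77 in *pif3*/WT. Over the 37 of 43 members with at least 95% unique windows it was 0.69 (lower quartile 0.57), which argues against reads shared between near-identical genes as the whole cause. It was 0.78 (lower quartile 0.59) with scaling computed without the abundant lists, which argues against the scaling. Without replicate 1 it was 0.81 (lower quartile 0.57). The platforms were divided alike in every genotype, so the platform was already an unlikely cause, and this value adds little. A release of these genes on loss of PIF3 alone is a candidate explanation, as a hypothesis found and tested on the same data.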

How the results depend on the processing

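The replicate block on the HiSeq2000 libraries alone was chosen after seeing the data, and the other alternatives before. For named genes, 279 of 621 results passed the test. Over 12488 repeats under other settings 11752 stayed on their side of the threshold, 599 lost a call, 137 gained one and 0 reversed, and 127 calls were lost under no setting. The odds ratio of PIF3-bound genes among those lower in *pifq*/WT stayed between 4.89 and 8.21 under all 20 alternatives. The cause was not tested for the changes below, except that a stricter filter tests fewer genes, a minimum fold is a stricter test and leaving out libraries leaves fewer. The alternative for normalized units was not applicable, since the files hold counts, and the exact test and the fit of only the libraries compared give no value for the difference between backgrounds.

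Without a low-count filter *pif3*/WT had 12 genes and the correlation of *pif3*/WT with *pifq*/*pif145* was 0.092. With at least 5 CPM in 3 libraries, *pifq*/WT had 926 genes, *pifq*/*pif3* 564 and the trio set 589, the correlation was 0.519, and the odds ratio of bound genes among those higher in *pifq*/WT was 0.626 (p = 0.081, Fisher's exact test). By DESeq2 *pif3*/WT had 62 genes, *pifq*/*pif145* 210, the difference between backgrounds 57 and the PIF3 set 255. By edgeR's exact test *pif3*/WT had 67 and the PIF3 set 241. With only the libraries compared, *pifq*/*pif145* had 50 and the PIF3 set 59.

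With the replicate block *pif145*/WT had 652 genes, *pif3*/WT 135, *pifq*/*pif145* 346, the difference between backgrounds 472, the PIF3 set 440 and the trio set 1516. The bound odds ratio among genes higher in *pifq*/*pif145* became 0.155 and 23 direct targets fell there. Among list calls at the preset correlation, the block moved heat shock proteins in *pifq*/WT from an adjusted p of 0.0547 to 0.0189, carotenoid synthesis in *pif145*/WT from 0.0397 to 0.0544 and PIF3-bound promoters in *pif3*/WT from 0.0547 to 0.0293. It changed no other such call. Of the 80 list calls at the preset correlation 43 held with the estimated one, which made 44 calls. With the platform as a term *pif145*/WT had 523 genes, *pif3*/WT 43, *pifq*/*pif145* 253, the difference 74 and the PIF3 set 279, with a bound odds ratio among genes higher in *pifq*/*pif145* of 0 (p = 0.0232, Fisher's exact test). With the block on the HiSeq2000 libraries alone these were 595, 187, 414, 864 and 544, with 1515 in the trio set and an odds ratio of 0.246. Against a minimum fold of 1.5, *pifq*/WT had 933, *pif145*/WT 122, *pif3*/WT 3, *pifq*/*pif145* 57, *pifq*/*pif3* 411, the PIF3 set 59 and the trio set 429, and the bound odds ratio among genes higher in *pifq*/WT was 0.591 (p = 0.0797, Fisher's exact test). Without scaling factors the median of all genes moved to -0.196 in *pifq*/WT, and the medians of the gibberellin and brassinosteroid and reference lists in *pif3*/WT and of the carotenoid and reference lists in *pifq*/*pif145* turned negative.

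The ranges that follow cover each replicate number left out and each library of the genotypes compared left out. Libraries of other genotypes are not covered. Counts ranged from 743 to 1617 in *pifq*/WT, 20 to 272 in *pif145*/WT, 0 to 21 in *pif3*/WT, 11 to 162 in *pifq*/*pif145* and 275 to 852 in *pifq*/*pif3*. They ranged from 0 to 27 for the difference, 11 to 165 in the PIF3 set and 276 to 986 in the trio set. The correlation ranged from 0.239 to 0.351. Bound odds ratios ranged from 5.83 to 8.21 (lower) and 0.533 to 0.766 (higher) in *pifq*/WT, and from 2.93 (without replicate 3, p = 0.311, Fisher's exact test) to 8.87 (lower) and 0 to 0.901 (higher) in *pifq*/*pif145*. Without replicate 2 and without replicate 3, *pifq*/WT had 886 and 743 genes, *pif145*/WT 74 and 20, *pif3*/WT 1 and 0, *pifq*/*pif145* 11 and 11, *pifq*/*pif3* 301 and 275, the difference 0 and 0, the PIF3 set 11 and 11 and the trio set 310 and 276. The higher-gene odds ratio in *pifq*/WT lost its call at 0.766, 0.644 and, without WT replicate 2, 0.627. *pif145*/WT had 179 and 185 without WT replicate 2 or 3 and 186 and 183 without *pif145* replicate 1 or 3. *pifq*/*pif145* and the PIF3 set had 75 and 79 without *pif145* replicate 2, 68 and 71 without *pif145* replicate 3 and 80 and 85 without *pifq* replicate 3. *pif3*/WT had 14, 2 and 2 without WT replicate 1, 2 or 3, 4, 3 and 4 without *pif3* replicate 1, 2 or 3, and 21 without replicate 1. The difference had 13 and 11 without WT replicate 1 or 2, 13 and 13 without *pif3* replicate 1 or 3, 12 and 13 without *pif145* replicate 2 or 3, and 3 without replicate 1.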

Other observations

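The tests of the G-box were chosen before the result was seen, and *LTP2* was singled out after its values were seen. Of 9 flavonoid synthesis genes 6 rose in *pifq*/WT and 0 fell (median log2 1.38, adjusted p = 0.00548 with an estimated correlation). *CHS*, the first enzyme of the pathway, rose from 5.98 ± 1.69 to 20.3 ± 2.77 CPM (log2 1.76, SE 0.22, n = 3) and the flavonol synthase *FLS1* from 4.34 ± 0.796 to 16.5 ± 3.64 CPM (log2 1.92, SE 0.21). In *pif145*/WT 4 of the 9 rose, and in *pif3*/WT 0 by edgeR, with 4 at an unadjusted p of at most 0.05. Of 13 cell division genes 6 rose (adjusted p = 0.0339 with an estimated correlation, or 0.0939 with the replicate block as well), among them the cyclin *CYCB1;1* (log2 2.25, SE 0.38) and the cytokinesis gene *KNOLLE* (log2 1.7, SE 0.27). Of 7 stomatal lineage genes 2 rose, or 3 with the replicate block, where *SDD1* was at log2 1 (adjusted p = 3.26e-05). The list (adjusted p = 0.0331 with an estimated correlation, or 0.126 with the block as well) included *EPF2* (log2 2.37, SE 0.34) and *BASL* (log2 1.34, SE 0.23), while *TMM* was at log2 0.72 (SE 0.26).

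Of 9 heat shock genes *HSP70* rose in *pifq*/WT (log2 1.32, SE 0.29) and *HSP22* fell (log2 -1.93, SE 0.42), with a list adjusted p of 0.0547 by camera. With the replicate block that list passed. Of 12 carotenoid genes 1 rose, the phytoene synthase *PSY* (log2 1.1, SE 0.22), and the list did not pass (adjusted p = 0.201). By edgeR 0 of 11 clock genes, 0 of 15 lipid mobilisation genes, 0 of 13 root cell markers and 0 of 9 reference genes passed, with 3, 3, 1 and 2 at an unadjusted p of at most 0.05 and list adjusted p of 0.118, 0.204, 0.728 and 0.993. In *pifq*/*pif145* the seed list had a median log2 of 0.21 but a mean of -0.12, with 2 of 18 genes lower. The PIF quartet list in *pif3*/WT had a median of 0.17 and a mean of -1.2.

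*LTP2*, a lipid transfer protein gene, took 6.42% to 8.99% of all counts in the WT libraries, 4.84% to 7.71% in *pif3*, 3.09% to 6.45% in *pif145* and 1.43% to 2.82% in *pifq* (log2 -1.63, SE 0.37, adjusted p = 0.0098 by edgeR in *pifq*/WT). Counts of organelle genes made up 0.0363% to 0.058% in the replicate 1 libraries, 0.0851% to 0.109% in replicate 2 and 0.636% to 0.755% in replicate 3.

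PIFs bind the G-box, so genes that fell in *pifq*/WT may carry it upstream more often. Of these, 142 of 615 (23.1%) had a G-box in the 1000 bases upstream, against 15.9% of other genes (odds ratio 1.58, 1.3 to 1.92, adjusted p = 1.18e-05, two-sided Fisher's exact test). Outside the PIF3-bound list the shares were 18.9% and 15% (odds ratio 1.32, 1.04 to 1.66, adjusted p = 0.0233). Genes that rose had 16.7% against 16.1% (odds ratio 1.04, 0.867 to 1.25, adjusted p = 0.643), so an enrichment there was not detected.

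The number of genes changed by loss of PIF3 in either background was 136 here, 440 with the replicate block and 11 without replicate 2 or 3. The blocked count is higher and the others lower than the value quoted from the study above. The number also changed by loss of PIF1, PIF4 and PIF5, in the same direction or not, was 125 here, and 369 with the replicate block. Again the first is lower and the second higher than the count quoted from the study above. The sets differ in size, however. As shares of the PIF3 set (125 of 136, and 369 of 440 with the block), both are higher than the share quoted from the study.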
